# MicroRNA Expression Differences in Human Hematopoietic Cell Lineages Enable Regulated Transgene Expression

**DOI:** 10.1371/journal.pone.0102259

**Published:** 2014-07-16

**Authors:** Raul Teruel-Montoya, Xianguo Kong, Shaji Abraham, Lin Ma, Satya P. Kunapuli, Michael Holinstat, Chad A. Shaw, Steven E. McKenzie, Leonard C. Edelstein, Paul F. Bray

## Abstract

Blood microRNA (miRNA) levels have been associated with and shown to participate in disease pathophysiology. However, the hematopoietic cell of origin of blood miRNAs and the individual blood cell miRNA profiles are poorly understood. We report the miRNA content of highly purified normal hematopoietic cells from the same individuals. Although T-cells, B-cells and granulocytes had the highest miRNA content per cell, erythrocytes contributed more cellular miRNA to the blood, followed by granulocytes and platelets. miRNA profiling revealed different patterns and different expression levels of miRNA specific for each lineage. *miR-30c-5p* was determined to be an appropriate reference normalizer for cross-cell qRT-PCR comparisons. miRNA profiling of 5 hematopoietic cell lines revealed differential expression of *miR-125a-5p*. We demonstrated endogenous levels of *miR-125a-5p* regulate reporter gene expression in Meg-01 and Jurkat cells by (1) constructs containing binding sites for *miR-125a-5p* or (2) over-expressing or inhibiting *miR-125a-5p*. This quantitative analysis of the miRNA profiles of peripheral blood cells identifies the circulating hematopoietic cellular miRNAs, supports the use of miRNA profiles for distinguishing different hematopoietic lineages and suggests that endogenously expressed miRNAs can be exploited to regulate transgene expression in a cell-specific manner.

## Introduction

MicroRNAs (miRNAs) function posttranscriptionally in regulating gene expression by inducing mRNA degradation or translation inhibition. More than 2000 human miRNAs have been identified, which are estimated to regulate most (>60%) coding genes [1], [2]. miRNAs regulate genes involved in virtually all physiologic processes and play a critical role for miRNAs in normal lymphopoiesis [3], myelopoiesis [4], erythropoiesis [5] and megakaryocytopoiesis [6]. Dysregulated miRNA expression and function contribute towards the pathogenesis of numerous hematologic diseases, including *miR-29b* in acute myeloid leukemia [7], *miR-145* and *miR-146a* in the 5q- syndrome [8], [9], *mir-125b-2* in acute megakaryoblastic leukemia [10], *miR-28* in myeloproliferative neoplasms [11] and *miR-155*, *miR-21* and *miR-210* in B-cell lymphomas [12].

Besides their importance in disease pathogenesis, miRNAs are increasingly appreciated as a sensitive class of disease biomarkers [13], [14]. miRNAs are relatively easy to measure and are reproducible over time [15], [16]. miRNAs are remarkably stable to extremes of pH, freezing and thawing, and are much more resistant to RNase than mRNA or ribosomal RNA [16]–[18]. These characteristics most likely contribute to the ability of miRNA levels to predict disease activity and survival [17], [19]. Levels of specific platelet miRNAs discriminate essential thrombocytosis from reactive thrombocytosis [20] and mark platelet hyper-responsiveness [21]. *miR-155* levels in B-cells strongly correlate with response to therapy [22] and levels of *miR-223* and *miR-191* vary with the extent of platelet inhibition by thienopyridines and aspirin [23].

Blood miRNAs circulate within cells, microvessicles, exosomes and bound to high-density lipoproteins or Argonaute protein [24], [25]. This systemic delivery enables cell-to-cell transfer of genetic information [26]–[29] and alteration of gene expression in the recipient cell, as has been shown for T-cells to recipient antigen-presenting cells, platelets to endothelial cells, and gut epithelium to T-cells [30]–[32]. Although endothelial, epithelial and perhaps other cells contribute to the extracellular blood miRNA content, most circulating miRNAs are derived from hematopoietic blood cells [33]. To better understand the role of circulating miRNAs in the molecular pathogenesis of hematologic diseases, it is critical to know the cellular source of the miRNAs. Although miRNAs have been profiled for selected hematopoietic lineages [34]–[38], *absolute* quantification of miRNA levels across multiple blood cell types has not been performed. The goals of our study were to quantify the miRNA contents of normal human platelets, T-lymphocytes, B-lymphocytes, granulocytes and erythrocytes on a per cell and per blood volume basis, to determine whether the expression of individual miRNAs differed by cell type, and to explore the potential for exploiting endogenous miRNA levels to modify exogenous gene expression in a hematopoietic cell-specific manner. We found that nucleated cells had substantially higher miRNA content on a per cell basis, but that the hematopoietic cellular contribution to miRNA content of blood on a volume basis was highest in erythrocytes, followed by granulocytes, platelets, T-cells and B-cells. Identification of miRNAs that were differentially expressed (DE) across hematopoietic cell lines enabled cell-specific regulation of transgene expression.

## Methods

### Subjects and peripheral blood cell purification

Donors were 5 healthy males (age 32 years to 56 years), self-identified as white race/ethnicity (Table S1). The study was approved by the institutional review board of Thomas Jefferson University, and written informed consent was obtained from all subjects in accordance with the Declaration of Helsinki.

### Peripheral blood cell purification

Citrated peripheral blood was collected and fractionated over the Ficoll-Histopaque (Sigma, St. Louis, MO, USA). The platelet rich plasma (PRP) layer was removed and platelets were pelleted and resuspended in Beads Buffer (BB; PBS with 0.5% w/v of bovine serum albumin and 2.5 m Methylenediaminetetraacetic acid final concentration). Leukocytes were removed with MACS Human CD45 microbeads reagents (Miltenyi Biotec, Auburn, CA, USA) [39]. The mononuclear cell layer was recovered, washed and re-suspended in BB for isolation of T-cells and B-cells using human CD3 and human CD19 microbeads (MiltenyiBiotec, Auburn, CA, USA), respectively. The buffy coat atop the red blood cells was removed, washed with PBS, treated with Erythrocyte lysis buffer (Qiagen, Hilden, Germany), pelleted and resuspended in BB. Granulocytes were isolated using MACS Human CD15 microbeads (MiltenyiBiotec). Lastly, erythrocytes were isolated from the lowest Ficoll-Histopaque layer by double immunodepletion of white blood cells and granulocytes using Human CD45 and CD15 microbeads. Cell purity was assessed on a FACScan (Becton Dickinson, Franklin Lakes, NJ, USA) using FlowJo 8.5.3 software (Tree Star Inc., Ashland, OR, USA).

### RNA characterization and quantification in blood cell type and blood volume

Cell counts were determined using Hemavet 950 CBC System (The Americas Drew Scientific Inc., CT, USA) prior to RNA extraction. Total RNA was isolated using Trizol Reagent (Invitrogen, Carlsbad, CA) and analyzed on an Agilent 2100 Bioanalyzer (Agilent, Santa Clara, CA), which separates nucleic acid fragments based on their size [40]. The Agilent RNA 6000 Pico Kit was used to assess quantity and integrity of total RNA, as well as the quantity of small (<150 bp) RNA based on area under the curve determinations using Bioanalyzer software. The Agilent Small RNA Pico kit was used for quantification of miRNA by determining the fraction of small RNA that was less than 40 bp. To estimate the contribution of each hematopoietic cell type to miRNA content in blood volume, “cell number per blood volume” was utilized from CBC count for platelets, granulocytes and erythrocytes; CD3+ T-cell and CD19+ B-cell counts were obtained from published reference values [41].

### miRNA profiling, data normalization, relative abundance and cluster analysis

miRNA profiling was performed using the nCounter human miRNA assay kit v1 and v2 and analyzed with the nCounter analysis system (NanoString Technologies, Seattle, WA, USA) [42] and GeneSpring 12.0 GX software (Agilent Technologies, Santa Clara, CA). A total of 623 probe sets were analyzed for all cell types.

miRNA expression levels were normalized to the geometric mean of the 100 highest expressed miRNAs by nSolver software (NanoString Technologies, Seattle, WA, USA). The probe sets from platelets, T-cells, B-cells, granulocytes and hematological cell lines were filtered by calculating the background threshold, defined as the mean of the negative control probe values plus 2 standard deviations (SD). Because erythrocytes showed anomalously low negative control probe values, in order to not include an excess of low expressed but biologically irrelevant miRNAs in erythrocytes, we set the erythrocyte background expression threshold to be similar to the other 4 cell types. For each sample, the background was subtracted from the previous normalized value. Raw data for primary blood cells and hematologic cell lines has been deposited at Gene Expression Omnibus (GEO) under accession number GSE57679.

Normalized miRNA expression levels were transformed into relative abundance data by dividing each individual miRNA count by the total miRNA counts in each sample. The cell type average was calculated and ranked to determine which miRNAs were most abundant. Exploratory cluster analysis and dendrograma were generated using the Pearson correlation with the pairwise complete-linkage method, and the heatmap was generated using the HeatMap Viewer module (GenePattern software; http://www.broadinstitute.org).

### Reporter gene assays

One, two or four miRNA binding site sequences for *miR-125a-5p* or a scrambled control sequence were engineered into a luciferase 3′UTR using pMIR-REPORT vector (Applied Biosystem, Carlsbad, CA, USA) followed by sub-cloning into the pCDH-MSCV-MCS-EF1-GFP vector (System Biosciences). Two million cells per well of Meg-01, Jurkat, Raji and K562 cells were seeded in 6-well plate and transfected with the reporter constructs. Lipofectamine LTX (Invitrogen, Carlsbad, CA, USA) was used to transfect Meg01 Jurkat and K562 cells; Raji cells were transfected using Nucleofector Technology (Lonza AG, Basel, Switzerland). Luciferase assays were performed 24 h post-transfection with the Luciferase assay System (Promega, Madison, WI, USA) using Fluostar OPTIMA (BMG Labtech). The GFP intensity was quantified in a Fluostar OPTIMA (BMG Labtech). Firefly luciferase activity was normalized to GFP intensity.

### Statistical analysis

miRNAs DE among blood cells were identified by comparing normalized miRNA levels in each cell type with the other 4 cell types using the Welch ANOVA and post-hoc test (GeneSpring software, Agilent, Santa Clara, CA, USA). Statistical significance was determined by the Benjamini-Hochberg (BH) correction for multiple testing at *q-value* <0.05, with Tukey post-hoc analysis when the miRNAs were present in all 5 cell types and the Student–Newman–Keuls post-hoc test when a miRNA was absent in one or more cell type. Both NormFinder and Coefficient of Variation methods were used to identify the optimal miRNA for normalization across the five cell types [43]. *T*-tests and Spearman correlations were performed using GraphPad Prism (GraphPad Software, Inc., La Jolla, CA, USA). Data are presented as mean ± SD and p<0.05 was considered statistically significant.

## Results

### Contribution of peripheral blood cell types to the miRNA content of whole blood

We determined RNA estimates for each hematopoietic cell type in 3 stages: first, total RNA per cell type; second, miRNA per cell type; and third, cell miRNA per blood volume. We isolated platelets, T-cells, B-cells, granulocytes and erythrocytes from whole blood by density centrifugation and immune-selection from 5 healthy donors. The purity of each cell preparation was greater than 98% (Figure 1).

**Figure 1:**
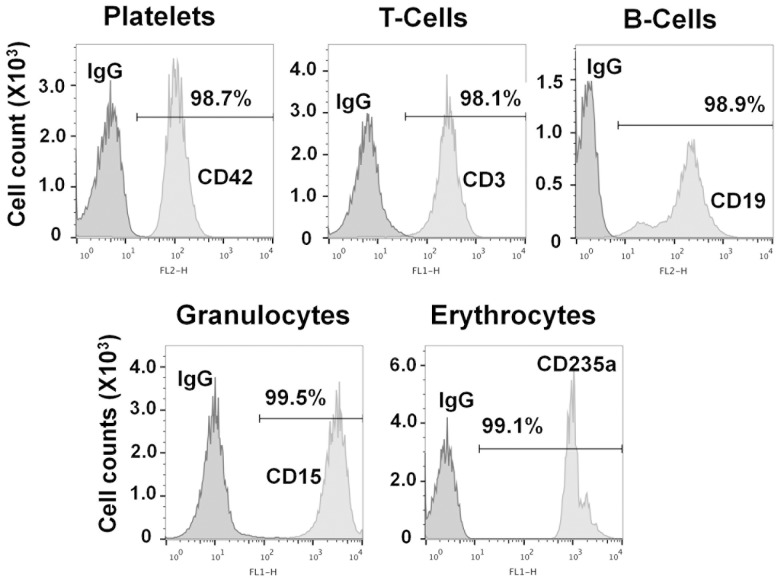
Purity of platelets, granulocytes, T-cells, B-cells and erythrocytes. Cell purity is presented as a histogram of flow cytometric data generated with antibodies CD42, CD3, CD19, CD15 and CD235a specific for platelets, T-cells, B-cells, granulocytes, and erythrocytes, respectively. X-axis is log fluorescence and Y-axis is cell count in ×10^3^ scale.

#### Total RNA per cell type

Total RNA was extracted and quantified from 25 cell preparations (5 cell types from 5 donors). The average total RNA yield on a per cell basis from 5 healthy donors revealed nucleated cells contained approximately 1,000 times more total RNA than platelets or erythrocytes (fold-difference range 323 to 3,646) (Figure 2A). On average, T-cells contained 1.61-fold more total RNA than B cells, while B-cells contained 2.10-fold more total RNA than granulocytes (Table 1, row 1). Platelets contained 3.85-fold more total RNA than erythrocytes.

**Figure 2:**
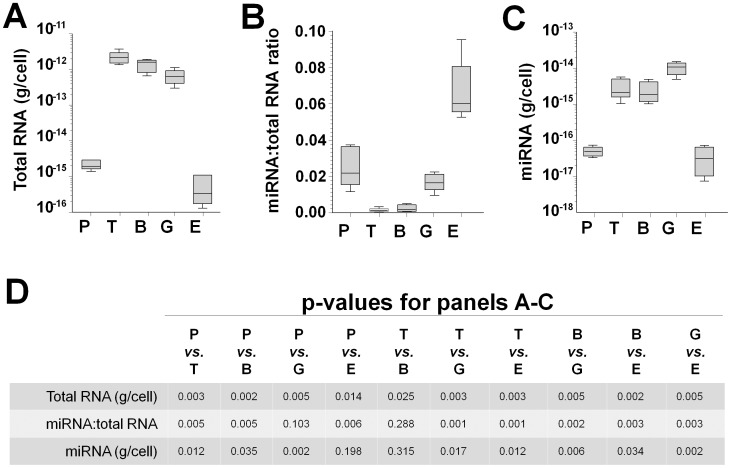
Quantification of total RNA and miRNA in platelets, T-Cells, B-Cells, granulocytes and erythrocytes. (A) Average yield of total RNA from each cell type. (B) Average of miRNA fraction in the total RNA from each cell type. (C) Average miRNA content of each cell type. In (A–C) the box represents the 25th to 75th percentiles, the line in the box is the median and the whiskers represent minimum and maximum values. (E) Summary of comparisons across cell types in panels A–C (one tail t-test). P, platelets; T, T-cells; B, B-cells; G, granulocytes; E, erythrocytes. N = 5 for each of the 5 cell types.

**Table 1:** Contribution of hematopoietic cell type to total miRNA content per volume of blood.

	Platelet	T-Cell	B-Cell	Granulocyte	Erythrocyte
**Total RNA mass, femtogram/cell**	2.20	2,187.97	1,360.34	646.30	0.57
**miRNA mass, femtogram/cell**	0.05	3.28	3.16	10.23	0.04
**miRNA mass, picogram/µl blood**	16.90	3.55	0.64	50.24	184.0

#### miRNA per cell type

We next size-profiled the RNA samples by electrophoretic mobility (Figure S1) and calculated the average miRNA-to-total RNA ratio for each cell type from all subjects. The highest miRNA:total RNA ratios were in erythrocytes and platelets (Figure 2B); the miRNA:total RNA ratios across all cell types were erythrocytes>platelets>granulocytes>lymphocytes. These ratios, coupled with the average total RNA per cell from Figure 2A enabled us to estimate the average miRNA mass per cell type (Figure 2C and Table 1, row 2). T-cells and B-cells contained similar levels of miRNAs, as did platelets and erythrocytes; granulocytes had significant higher miRNA content than other cell types (p values summarized in Figure 2D). On a per cell basis, T-cells, B-cells and granulocytes contained ∼100-fold more miRNA than platelets and erythrocytes.

#### miRNA per blood volume

Lastly, we estimated the contribution of each hematopoietic cell type to the miRNA content of blood volume using cell miRNA content and cell number per blood volume. Notably, erythrocytes contributed the most miRNA to the blood, followed by granulocytes and platelets (Table 1, row 3).

### Peripheral blood miRNA profiles reveal both unique and common expression patterns

Besides estimating the total quantities of all miRNA per blood cell type, we quantified levels of *individual* miRNAs for each cell type. Considering only the miRNAs expressed above background, the average number of expressed miRNAs was 544 for platelets, 203 for T-cells, 256 for B-cells, 545 for granulocytes and 571 for erythrocytes (listed in Table S2). Each cell type displayed a similar ∼5 orders of magnitude dynamic range of miRNA expression (supplemental Figure 2), and relatively few miRNAs accounted for the majority of the total cellular content. Figure 3A illustrates the most abundant miRNAs (63%–86% of the total miRNA content, depending on cell type) and emphasizes differences across hematopoietic lineages.

**Figure 3:**
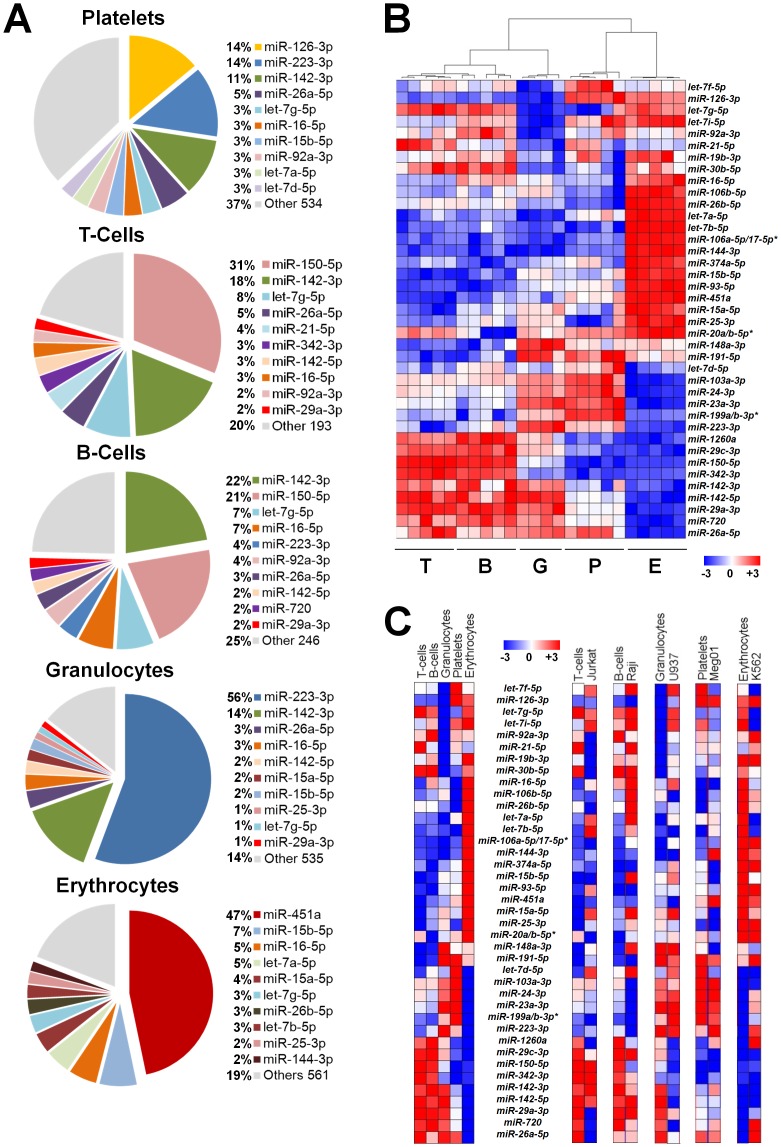
Peripheral blood cells miRNA profiles. (A) Pie graph representation of the top 10 most abundant miRNAs in each cell type. (B) Unsupervised hierarchical clustering of miRNA expression profiles. The dendrogram was generated using the union of the 20 most abundant miRNAs (39 in total) in each cell type. Data from 24 samples was used in these analyses (one granulocyte sample was not analyzed due to technical issues). (C) The left heatmap is derived from the average of the miRNAs shown in panel B. For ease of comparison, the right set of heatmaps display primary miRNA profiles adjacent to corresponding profiles from transformed cell lines, Jurkat (T-lymphoblastic), Raji (B-lymphoblastic), U937 (monocytic), Meg-01 (megakaryoblastic) and K562 (erythroleukemic) cell lines. Each column in the heatmaps indicates the average log-ratio intensity data. * indicates probes with similar and indistinguishable sequence with the nCounter platform.

To consider similarities and differences among the different cell types, we performed an unsupervised hierarchical clustering of the most abundant miRNAs (>90% of the total miRNA content for each cell type) (Figure 3B). The resulting dendrogram and heatmap demonstrated that patterns of miRNA expression differ by cell type. Notably, this unbiased analysis based on miRNA expression matches the cell types shown at the bottom of Figure 3B. The similarities and differences in expression patterns were more readily apparent using the average miRNA content per cell type (Figure 3C, left heatmap). T-cells and B-cells had similar miRNA expression patterns that differed from granulocytes, erythrocytes and platelets, which had unique patterns.

Transformed hematopoietic cell lines are often used as models for primary cells, and we profiled miRNAs from Jurkat, Raji, U937, Meg-01 and K562 cells (listed in Table S3). 

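Total RNA from 5 transformed hematopoietic cell lines was profiled with the nCounter human miRNA assay, which counts a color-coded reporter probe for each miRNA without amplifying it. The sample labels give an input of 100 ng of RNA per line. Meg-01 is a megakaryoblastic line, Jurkat T-lymphoblastic, Raji B-lymphoblastic, U937 monocytic and K562 erythroleukemic. Each line was profiled in 1 sample, so there was no replicate check and no difference between lines was tested. The 95% intervals given for counts are exact Poisson intervals and cover counting error only. The authors deposited the counts of 753 probes per line as read by the instrument, with 654 probes for human miRNAs, 80 for virus miRNAs, 8 negative controls, 6 positive controls and 5 housekeeping mRNAs. They also deposited background-subtracted signals of the human probes. Counts summed over the human probes were 109731 in Meg-01, 130048 in Jurkat, 66892 in Raji, 94027 in U937 and 105224 in K562. The positive control probes, which are added in equal amounts to every sample, summed to 26631, 26312, 22360, 19329 and 25786 in the same order, a 1.38-fold range against 1.94-fold for the human probes. Log counts of the positive controls followed their log level with r between 0.979 in Raji and 0.991 in Meg-01. The lowest positive control gave 20 to 40 counts, within the 8 to 47 counts of single negative control probes, so miRNAs at that level could not be told from background. The next control gave 38 counts in Raji and 25 in U937, below the highest negative control of those lines, 47 and 32. There its level was not told from background either. In Meg-01, Jurkat and K562 it gave 59, 39 and 45, above their highest negative controls of 44, 30 and 34. As described in the methods, counts were scaled to the geometric mean of the 100 highest expressed miRNAs, taken here as the highest by mean over the 5 lines. The scaling factors were 0.741 for Meg-01, 0.805 for Jurkat, 1.58 for Raji, 1.04 for U937 and 1.22 for K562. The background threshold of each line was the mean of its negative controls plus 2 SD after scaling, and it was subtracted from each value above it. This threshold was 31.2 normalized counts in Meg-01, 28.2 in Jurkat, 72.4 in Raji, 36.4 in U937 and 42.3 in K562. The threshold of Raji was the highest because this line had both the largest factor and the largest SD of its negative controls, 11.4 raw counts. Scaling multiplies all probes of a line by 1 number, so it changes ratios between lines and leaves detection, ranks and shares within a line as they are.

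**Figure D1:**
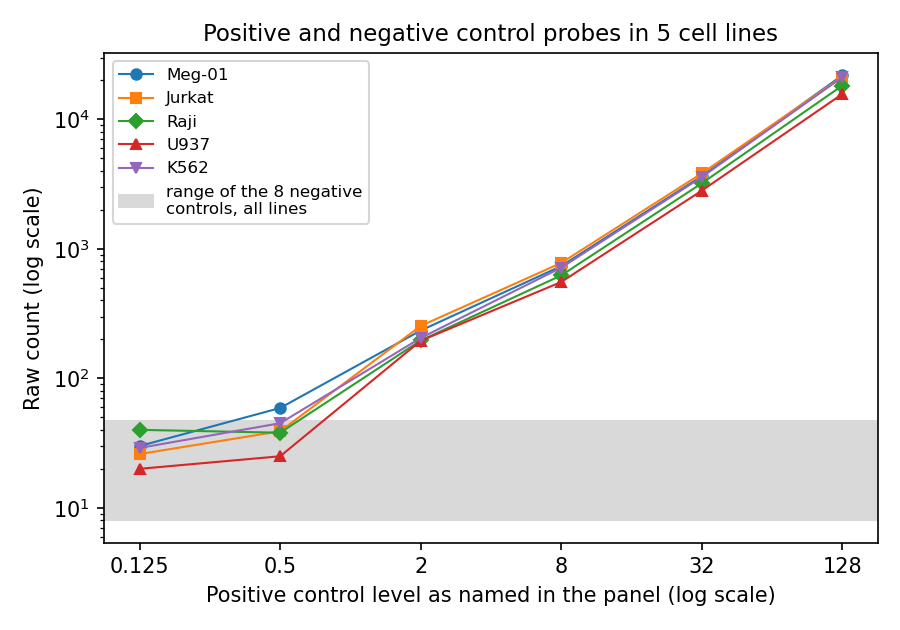
Raw counts of the 6 positive control probes (y axis, log scale) against their level as named in the panel (x axis, log scale) in the 5 cell lines, 1 sample each. The gray band is the range of the 8 negative control probes over all lines, 8 to 47 counts, and the lowest positive control lies within it. The next positive control lies within the band in all lines but Meg-01. In Jurkat and K562 it is above the negative controls of its own line.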

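Pearson correlations were computed on log2 of the background-subtracted values, over the miRNAs that were among the 40 highest expressed of both profiles of a pair. For the primary cells, the profiles were the averages listed in the paper's Table S2, to which 611 of the 654 human probes were matched by name. These correlations are across miRNAs, which are not independent replicates, so no p-value was computed. Their 95% ranges come from 2000 bootstrap draws of miRNAs. Over the 10 pairs of cell lines the median r was 0.809 (95% range 0.646 to 0.901), and over the 25 pairs of a cell line and a primary cell type it was 0.319 (0.0404 to 0.575). The difference between these medians was 0.490 (0.175 to 0.815). Pairs of lines shared 1 set of probes and 1 processing, whereas the primary profiles were averages processed by the authors and matched by name. The bootstrap over miRNAs does not cover this, so the difference cannot be assigned to the kind of cell alone. The range of r lay above 0 in 10 of 10 pairs of cell lines and in 6 of 25 pairs with primary cells. The choice of miRNAs moved these values most. Over all miRNAs detected in both profiles, the median r was 0.758 among cell lines and 0.676 with primary cells, and the difference fell to 0.0817. Over the union of both top lists, with undetected miRNAs at 1, the median among cell lines was 0.252. The difference was smallest, 0.0657, without the 5 most abundant miRNAs of the lines in both profiles, a setting run for primary cells after the data were seen. The miR-126 probe, which the files list without an arm, made up 2.10% of the summed values in Meg-01, where it ranked 9, against 13.9% and rank 1 in platelets from the paper's averages. miR-142-3p made up 29.3% in Jurkat against the paper's 18.1% in T-cells, and 16.8% in Raji against the paper's 22.3% in B-cells.

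**Figure D2:**
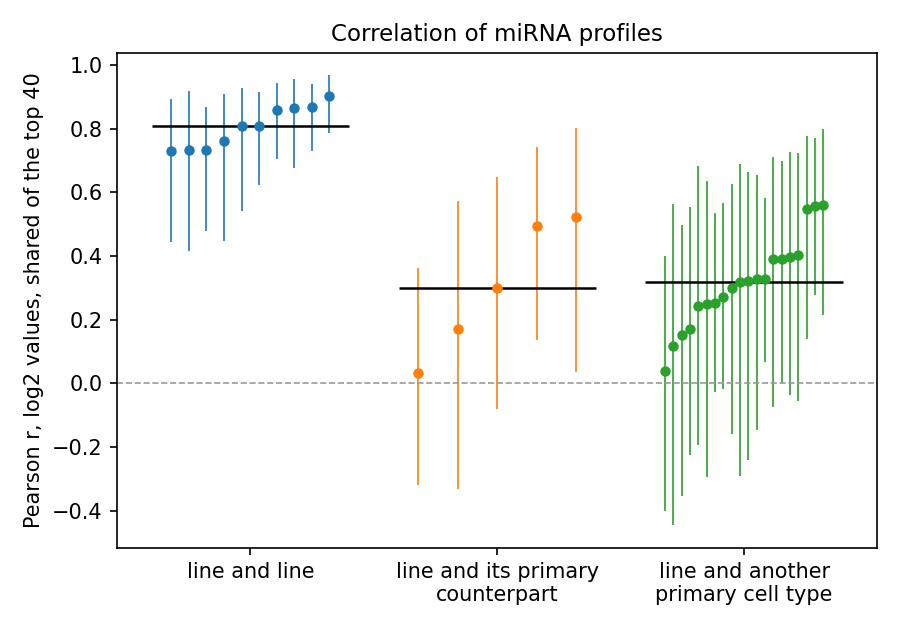
Pearson r of log2 values over the miRNAs shared by the top 40 of both profiles (y axis), for pairs of cell lines, for each line with its primary counterpart and for each line with the other primary cell types (x axis). Points are pairs with their 95% bootstrap range over miRNAs, and black lines are medians. All 10 pairs of lines lie between 0.729 and 0.903, above every pair with primary cells, the highest of which is at 0.560.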

The patterns of miRNA expression in transformed cell lines showed little or modest correlation with *primary* hematopoietic cells (Table S4A; in Figure 3C, right set of heatmaps, compare *miR-126-3p* in the megakaryocyte/platelet lineage, *miR-142-3p* in the lymphocytic lineage, etc.), whereas the cell line expression patterns showed significant correlations among one another (Table S4B).

### Peripheral blood cell source of individual miRNAs

Since different miRNAs may have different biological effects, it is of interest to know the cellular origin of the most abundant blood cell miRNAs. Using cell counts per volume of blood, total miRNA mass per cell and the percentages of individual miRNAs per cell type, we estimated the contribution of the different peripheral blood hematopoietic cells to *individual* miRNAs in the blood (Table 2). The data indicate that different peripheral blood cells contribute unequally to the individual miRNA content in blood. Of note, erythrocytes are the major source for many, but not all, hematopoietic blood cell miRNAs.

**Table 2:** miRNA repertoire per blood volume unit.

Gene Name	Platelets	T-cells	B-cells	Granulocytes	Erythrocytes
***let-7a-5p***	5%	1%	0%	3%	91%
***let-7b-5p***	1%	0%	0%	1%	98%
***let-7d-5p***	36%	2%	1%	24%	38%
***let-7f-5p***	27%	3%	0%	14%	56%
***let-7g-5p***	7%	4%	1%	8%	80%
***let-7i-5p***	15%	1%	0%	4%	80%
***miR-103a-3p***	48%	2%	0%	47%	2%
***miR-106a-5p/17-5p*** *	0%	0%	0%	0%	99%
***miR-106b-5p***	2%	0%	0%	9%	89%
***miR-1260a***	4%	17%	8%	63%	8%
***miR-126-3p***	43%	0%	0%	0%	56%
***miR-142-3p***	13%	5%	1%	58%	23%
***miR-142-5p***	4%	8%	1%	87%	0%
***miR-144-3p***	8%	0%	0%	2%	90%
***miR-148a-3p***	8%	1%	0%	57%	35%
***miR-150-5p***	0%	84%	10%	5%	1%
***miR-15a-5p***	4%	0%	0%	13%	83%
***miR-15b-5p***	4%	0%	0%	7%	89%
***miR-16-5p***	4%	1%	0%	13%	82%
***miR-191-5p***	19%	1%	0%	36%	44%
***miR-199a/b-3p*** *	89%	0%	0%	10%	1%
***miR-19b-3p***	11%	2%	0%	13%	73%
***miR-20a/b-5p***	8%	1%	0%	9%	81%
***miR-21-5p***	21%	8%	1%	15%	55%
***miR-223-3p***	7%	0%	0%	92%	2%
***miR-23a-3p***	35%	1%	0%	63%	1%
***miR-24-3p***	46%	2%	0%	47%	5%
***miR-25-3p***	4%	1%	0%	13%	82%
***miR-26a-5p***	27%	6%	1%	56%	10%
***miR-26b-5p***	0%	0%	0%	1%	98%
***miR-29a-3p***	8%	10%	2%	80%	0%
***miR-29c-3p***	9%	11%	2%	57%	21%
***miR-30b-5p***	10%	4%	1%	14%	71%
***miR-342-3p***	3%	58%	6%	16%	17%
***miR-374a-5p***	2%	0%	0%	2%	96%
***miR-451a***	0%	0%	0%	0%	99%
***miR-720***	12%	9%	2%	75%	1%
***miR-92a-3p***	18%	3%	1%	11%	67%
***miR-93-5p***	1%	0%	0%	1%	98%

Note: each row totals 100%

* Probes with similar and indistinguishable sequence in this assay.

Among the 623 miRNAs queried, 620 were detected in at least one cell type, 3 miRNAs were not detected in any cell type and 165 miRNAs were detected in all the cell types (Table S5A). Additionally, we arbitrarily defined a low expression threshold (less than 10 miRNA counts) and a high expression threshold (greater than 5,000 miRNA counts) (Figure S2). Using these cutoffs, 1% of all detected miRNAs were expressed at high levels and 60% were expressed at low levels. The numbers of miRNAs detected at low levels were 306 for platelets, 68 for T-cells, 159 for B-cells, 295 for granulocytes and 337 for erythrocytes. The numbers of miRNAs detected at high levels were 23 for platelets, 19 for T-cells, 5 for B-cells, 13 for granulocytes and 29 for erythrocyte. *let-7g-5p, miR-142-3p, miR-16-5p* and *miR-223-3p* were expressed at high levels in all 5 lineages, while*miR-134, miR-517c-3p/519a-3p, miR-518d-3p, miR-520d-5p/518a-5p/527 and miR-562* were expressed at low levels in all 5 lineages (Table S5B).

### Identification of miRNAs differentially expressed (DE) across human blood cells

miRNAs regulate gene expression and since different hematopoietic lineages express different repertoires of genes, it is valuable to understand whether miRNAs are DE across human blood cells. To compare across cell lines, miRNA expression values were normalized, background corrected and analyzed for DE with correction for multiple testing. We identified 93 miRNAs that were DE among the 5 blood cell lineages (*q*-value<0.05 by ANOVA). The DE miRNAs for each cell type are listed in Tables S6A–E. Amongst miRNAs exhibiting high expression in at least two of the hematopoietic cell lineages, we identified *miR-142-5p*, *miR-29a-3p*, *miR-150-5p* and *miR-93-5p* as selectively reduced in one or more primary cell types (Table S7).

Validation of DE miRNAs using qRT-PCR requires normalization with an appropriate reference gene, but we were not aware of an established appropriate normalizer for human blood cell miRNAs. As shown in Figure 4A, analysis of our dataset identified several potential normalizers across blood cells. We selected *miR-30c-5p* as a reference normalizer gene because it was moderately expressed and showed minimal variation across all cell types using two different methodologies for assessing variation. The commonly used normalizer, *RNU6B*, was expressed at lower levels and displayed more variability across the 5 blood cell types than *miR-30c-5p* (Table S8). Using *miR-30c-5p* as a normalizer in qRT-PCR, we validated expression levels of *miR-301a-3p* (Figure 4B; r = 0.969, *p*-value = 0.003). Four additional miRNAs were used to validate consistent differential expression of miRNAs across the 5 cell types using two different RNA preparations (Figure 4C–D).

**Figure 4:**
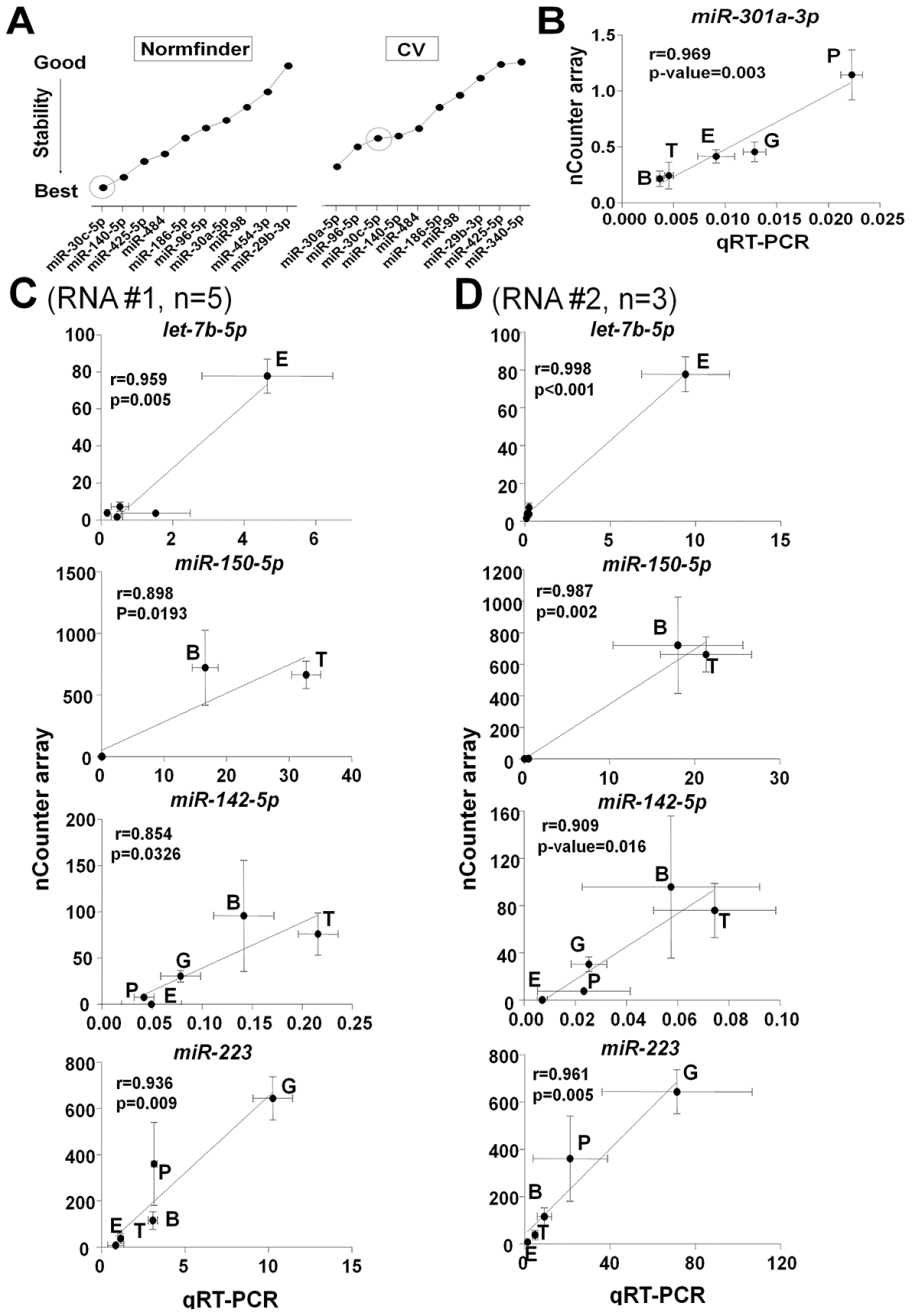
miRNAs DE by cell type. (A) The 10 most stable miRNAs across all cell types are shown for both NormFinder (left) and Coefficient of Variation (CV) methods (right). (B) Validation of NanoString-derived data for *miR-301a-3p*by qRT-PCR data. The X-axis represents the expression level of each miRNA normalized to *miR-30c-3p* using 2^−ΔCt^ method. Each point represents the mean ± SEM of 5 subjects for each cell type. (C,D) Validation of microRNAs DE by cell type. The NanoString-derived data for the indicated miRNAs was validated by qRT-PCR using RNA isolated from the 5 hematopoietic cell types from two different preparations of cells and RNA. qRT-PCR data was normalized and presented as in Figure 4B.P, platelets; T, T-cells; B, B-cells; G, granulocytes; E, erythrocytes.

### Development of a model for exploiting endogenous miRNAs to modify exogenous gene expression

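The raw count of the miR-125a-5p probe was 500 in Meg-01 (95% interval 457 to 546) and 350 in K562 (314 to 389), against 38 in Jurkat (26.9 to 52.2) and 14 in Raji (7.65 to 23.5). U937 lay between them with 92 (74.2 to 113). After scaling these became 371 normalized counts in Meg-01, 428 in K562, 96.0 in U937, 30.6 in Jurkat and 22.1 in Raji. Raji was below its background threshold. Jurkat exceeded its threshold by 2.40 normalized counts, and its interval of 21.7 to 42.0 covered the threshold, so miR-125a-5p was not told from background in either lymphocytic line at this depth. Before subtraction, the level in Meg-01 was 12.1-fold that in Jurkat (8.70 to 17.3) and 16.8-fold that in Raji (9.90 to 30.9). For K562 the ratios were 14.0 (9.99 to 20.1) and 19.4 (11.4 to 35.8). Since the counts of Jurkat and Raji were at background, these are folds over the background of the probe and do not measure miR-125a-5p in those lines. With background subtracted and Raji entered at its threshold, the lower of Meg-01 and K562 was at least 4.69-fold the higher of Jurkat and Raji, with a range of 3.60 to 5.72 from Poisson draws of the counts. The bound is set by the high threshold of Raji, and under 10 other settings it ranged from 4.37 to 14.2. The order of Meg-01 and K562 was not settled. Their log2 ratio was -0.18 with 500 Poisson draws of the counts giving -0.39 to 0.04, and it was 0.54 without scaling.

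**Figure D3:**
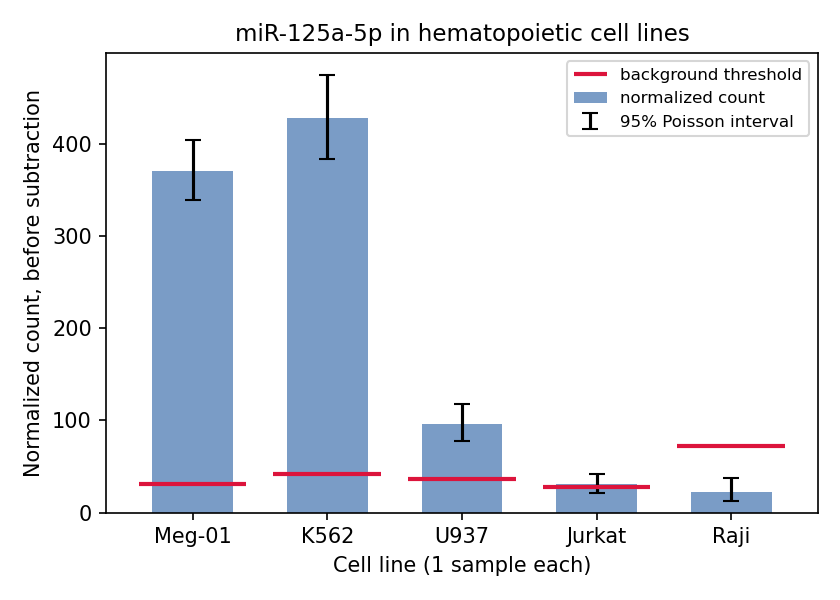
Normalized counts of miR-125a-5p before subtraction (y axis) in 5 cell lines, 1 sample each (x axis). Bars start at 0, black error bars are 95% Poisson intervals of the count, and red lines are the background threshold of each line. Meg-01 and K562 lie far above their thresholds, Jurkat is at its threshold and Raji is below it.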

To test the hypothesis that endogenous miRNA levels could be exploited to modify transgene expression, we selected *miR-125a-5p*, which was expressed at very low levels in the lymphocytic cell lines, Jurkat and Raji, and high levels in Meg-01 and K562 cells (Figure 5A). We generated a construct containing a luciferase reporter with a 3′UTR containing 1, 2 or 4 tandem *miR-125a-5p* binding sites or scrambled control (Figure 5B). Greater repression of reporter gene expression was observed with the four binding site construct than with the one or two binding site constructs (Figure 5C). Hematological cell lines transfected with only Luc-4x125a or Luc-4xSCR demonstrated lack of transgene repression in Raji and Jurkat cells and ∼60% repression in Meg01 and K562 cells (Figure 5D), consistent with the endogenous expression shown in Figure 5A. To assess whether *miR-125a-5p* directly alters reporter gene repression, we co-transfected Luc-4x125a with an inhibitor of *miR-125a-5p* and observed enhanced expression in Meg-01 cells, whereas over-expression of *miR-125a-5p* repressed reporter gene expression in Jurkat cells (Figure 5E).

**Figure 5:**
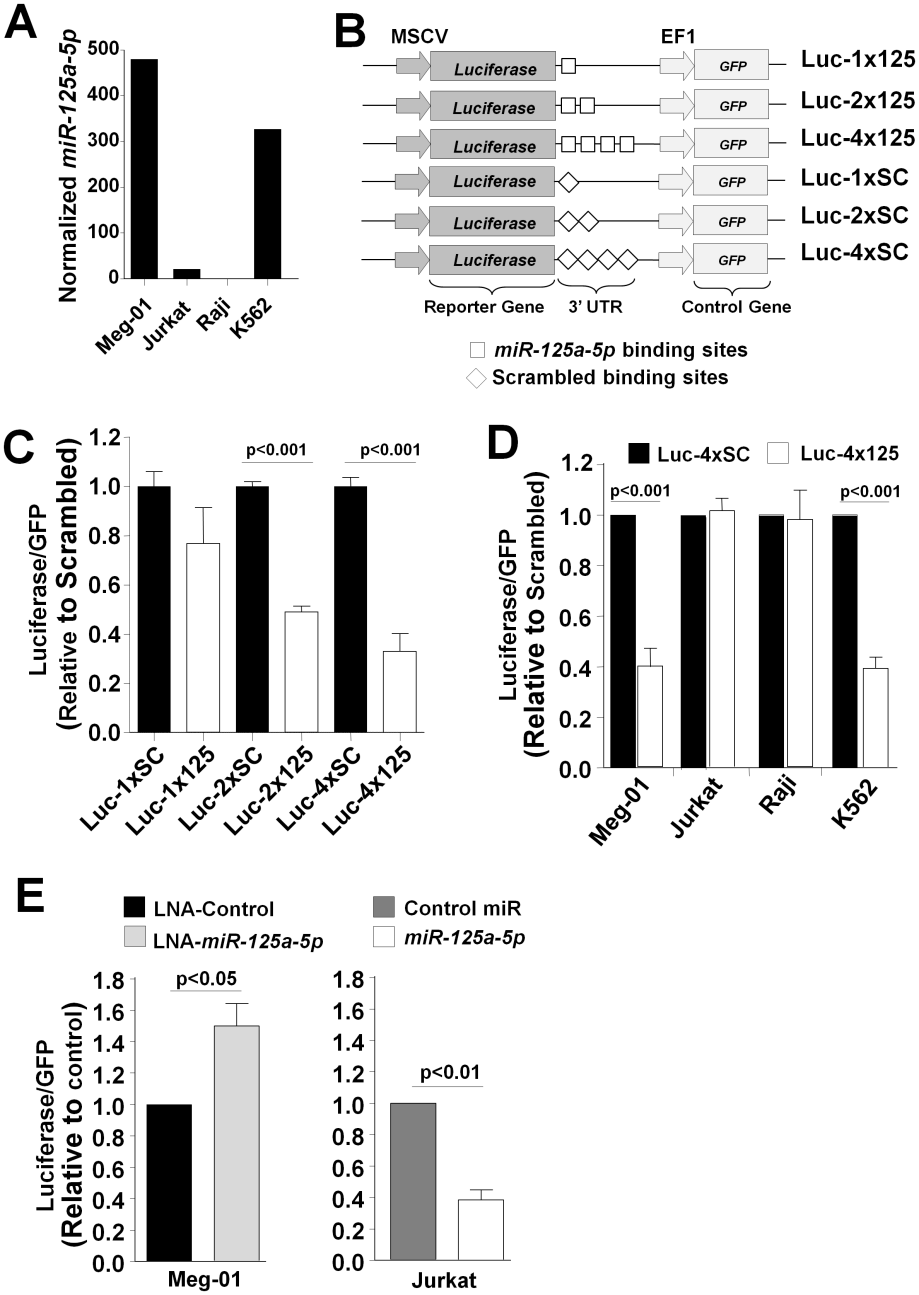
Exploiting endogenous miRNAs to modify exogenous gene expression. (A) Illustration that *miR-125a-5p* was selectively reduced in the lymphocytic cell lines, Jurkat and Raji. (B) Schematic of reporter constructs used to assess effect of endogenous levels of *miR-125a-5p*. Constructs were engineered to contain 1, 2 or 4 *miR-125a-5p* binding sites or scrambled sequence controls. (C) Meg-01 cells were transfected with the indicated constructs. Luciferase repression was enhanced with more *miR-125a-5p* binding sites. (D) Meg-01, Raji, Jurkat and K562 cells were transfected with the 4xSC and 4x125 constructs. Luciferase was quantified and normalized to GFP for transfection efficiency. Data plotted as fold-expression compared to constructs with scrambled sequence. (E) Meg-01 cells were co-transfected with Luc-4x125 construct and control locked nucleic acid (LNA) or LNA that specifically inhibits *miR-125a-5p*. Jurkat cells were co-transfected with Luc-4x125 construct and control pre-miRNA or pre-*miR-125a-5p.* Data in panels C-E are mean ± SD of at least three independent experiments with two replicates each.

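To see how miR-125a-5p compared with other miRNAs, the 133 human probes detected in both Meg-01 and K562 were ranked by the lower of these 2 lines over the higher of Jurkat and Raji, in subtracted values with a line below its threshold entered there. By this measure miR-125a-5p ranked 3, with Poisson draws giving ranks 2 to 6. Its ratio is a lower bound, so its place among measured ratios is not exact, and before subtraction it ranked 2. miR-126 ranked 1, at least 19.6-fold higher in subtracted values, with 1417 normalized and subtracted counts in Meg-01 and 1770 in K562 against 51.5 in Jurkat and a level below the threshold in Raji. miR-1274a ranked 2 with a ratio of 5.25, or 3.64 before subtraction. The names miR-1274a and miR-1274b match no miRNA gene in RefSeq, so these probes may not measure miRNAs. Ranks 4 and 5 were miR-1246, at least 4.30-fold higher in subtracted values, and miR-1274b, with 1176 in K562 and 249 in Meg-01 against 58.0 and 42.8 in Jurkat and Raji. These are bounds for subtracted values only, and before subtraction the ratio was 18.2 for miR-126 and 3.85 for miR-1246. Ratios above 2 were found for 12 of the 133 probes, and 10 of them were above 2 before subtraction as well. In the other direction, 10 of 106 probes detected in both lymphocytic lines had a ratio above 2, and 7 of them before subtraction as well. The largest in subtracted values were let-7i, at least 16.4-fold higher in Jurkat and Raji, let-7g with 15.6, let-7d with 14.7, let-7f with 7.16 and miR-29b with 3.62. The place of miR-29b holds for subtracted values only. Before subtraction its ratio was 1.76, below miR-9 with 2.91 and miR-296-5p with 3.72. Under 11 other settings the rank of miR-125a-5p was between 2 and 4. Geometric means of each pair of lines put it at 1, but that rank rests on the subtracted value of Jurkat, which is at background. The paper states that miR-125a-5p was selectively reduced in the lymphocytic lines, and on this contrast chose it to test whether endogenous miRNA levels regulate a transgene.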

## Discussion

Circulating blood miRNAs systemically regulate gene expression and are emerging as important disease biomarkers. We report an unbiased, genome-wide profiling and cross-lineage comparisons of 623 miRNAs from highly purified normal primary human blood platelets, T-cells, B-cells, granulocytes and erythrocytes. The major findings were (1) miRNA profiles differ by hematopoietic lineage, (2) the miRNA content of nucleated cells is approximately 100-fold higher than non-nucleated cells, but erythrocytes contribute the most miRNA mass on a per volume basis (rank order is erythrocyte>granulocyte>platelet>T-cell>B-cell), and (3) differential cell miRNA content can be exploited to regulate exogenous gene expression. We also provide more precise estimates of blood cell RNAs than have been previously reported, and identify appropriate miRNAs for normalization when comparing miRNA measures across hematopoietic cell types. These findings provide a potential refinement for hematopoietic lineage classification, a framework for designing and interpreting miRNA-disease association studies and opportunities to design gene expression vectors that minimize off-target effects.

Estimates of blood cell total RNA content is of interest for optimal design and interpretation of gene expression and biomarker studies. In addition, assessing lineage-specific gene expression requires isolating RNA from highly purified cells. Most prior estimates of blood cell total RNA or miRNA content used density centrifugation for cell purification [38], [44], [45] or could not make quantitative estimates [46]. Unfortunately, density centrifugation alone results in substantial leukocyte contamination of platelet and erythrocyte preparations [47], compromising estimates of the RNA content of non-nucleated cells because of the higher RNA content of nucleated cells. We used density centrifugation followed by immunoselection with cell-specific markers to isolate highly purified populations, an approach considered state-of-the-art for RNA expression analyses [37], [48], [49]. The purification procedure used in the current report yields less than 1 leukocyte per 5 million platelets [21]. In addition, by using the numbers of cells from which RNA was extracted, we were able to make quantitative estimates of RNA per cell. We found the total RNA mass per leukocyte (0.646–2.188 picogram) and per erythrocyte (0.60 femtogram) were similar to other reports [37], [45]. We estimated a total RNA content of 2.20 femtograms per platelet. Prior estimates of platelet RNA content were based on an uncertain number of platelets derived from density centrifugation of buffy coats [44]. Taken together, we conclude that platelets have a slightly higher total RNA content than erythrocytes, but that leukocytes have approximately 1,000 times more RNA than platelets or erythrocytes.

We also estimated absolute miRNA quantities per hematopoietic cell and per blood volume. As expected, T-cells, B-cells and granulocytes had higher miRNA contents than platelets and erythrocytes, most likely because of the greater size and ongoing transcription in leukocytes. However, compared to nucleated cells, platelets and erythrocytes had a higher fraction of miRNA (Figure 2B). Because platelets and erythrocytes have no new RNA synthesis, this difference may simply reflect greater stability of miRNA compared to larger RNAs [18]. There is no reason to expect that platelets and erythrocytes endocytose miRNA to a greater extent than do T-cells, B-cells and granulocytes. One could speculate that circulating non-nucleated cells have evolved to require alternate means of regulating protein translation to maintain viability during their 10 day (platelets) or 120 day (erythrocytes) lifespans. Lymphocytes contain abundant miRNAs and the low miRNA:total RNA ratio (Figure 2B) is likely due to the high content of total RNA.

Although granulocytes, T-cells and B-cells had a much greater abundance of miRNA than platelets or erythrocytes on a per cell basis, erythrocytes, granulocytes and platelets contribute the most miRNA to the content of blood (contribution to blood volume erythrocyte>granulocyte>platelet>T-cell>B-cell). The greater contribution of erythrocytes and platelets to blood volume reflects the considerably higher numbers of these cells in blood compared to leukocytes. Considering the relative abundance of microvessicles originating from these cells [50], erythrocytes, granulocytes and platelets have the potential to have the greatest effect on the systemic effect of miRNA delivery.

Numerous miRNAs were identified as DE across cell types. Although we used qRT-PCR to validate selected miRNA expression levels, we cannot exclude platform-specific miRNA differences that might affect our results. However, such biases would not be expected to be cell-specific, and should not affect our findings of miRNAs DE by cell type. The only hematopoietic cell miRNA profiling study of a large sample size is the Platelet RNA And eXpression-1 (PRAX1) [49]. PRAX1 profiled highly purified platelets and included a heterogeneous population of 154 healthy subjects. Our platelet miRNA profiles showed a very high correlation (p = 5.92×10^-19^) with PRAX1 (Figure S3). Larger studies are needed to address miRNA cell-type dependency and the effects of disease or other demographic variables. Such genome-wide screens require validation, and we determined *miR-30c-5p* to be an ideal internal normalizer for qRT-PCR validation. Notably, *miR-30c-5p* was superior to the commonly used normalizer *RNU6B*, and we would discourage the use of the latter for normalization purposes. Individual miRNAs that were DE by cell type may be useful for identifying the cell of origin of biomarkers or microvessicles and for offering a framework for understanding pathophysiology. In addition, patterns of miRNA expression were highly correlated with cell lineage defined by surface antigens (Figure 3B), consistent with work using mRNA profiles from the Orkin laboratory [51]. Future studies are needed to evaluate miRNA profiles as markers of hematologic disease activity and response to treatment, and to assess whether these DE miRNAs are involved in lineage differentiation.

Several cell-preferentially expressed miRNAs are worth noting. Nearly half the total erythrocyte miRNA content was represented by *miR-451a* (Figure 3A), a finding consistent with its established critical function in erythroid differentiation [52]–[54] and in erythrocyte susceptibility to oxidative stress via*miR-451a*-induced repression of 14-3-3ξ [52], [54]. Similarly, we observed high levels of *miR-150* in both T-cell and B-cells, consistent with the role of this miRNA in lymphoid cell differentiation via its regulation of the c-Myb transcription factor [55]. 

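Among the cell lines, the miR-223 probe, which is listed without an arm, had 3269 raw counts in Meg-01, and after scaling and subtraction its value was 2392, which ranked 6 of the human miRNAs of that line and made up 3.55% of their summed values. The value was 2762 in U937 (3.42%, rank 9) and 2017 in K562 (1.85%, also rank 9). In the lymphocytic lines it was lower, with 561 in Jurkat (0.621%, rank 23) and 25.5 in Raji (0.0335%, rank 81). The log2 ratio of Meg-01 over U937 was -0.21, with Poisson draws giving -0.29 to -0.11. That order depended on the scaling, since it was 0.29 without scaling and 0.063 with scaling to the total human miRNA counts.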

Older literature refers to *miR-223* as myeloid-specific, but the high level we observed in platelets is consistent with other reports [56], [57], and high levels were also found in Meg-01 cells that display megakaryocytic properties. We found *miR-223* to be the most abundant granulocyte miRNA, consistent with another report using peripheral blood [58] and with the increased expression of *miR-223* that occurs during granulocyte differentiation [59], [60]. It is well-accepted that *miR-223* regulates granulocyte differentiation and function, although the exact molecular mechanism appears complex since ectopic expression of *miR-223* in leukemic cells enhanced myeloid differentiation [59], whereas deletion of *miR-223* in a murine model supported a negative regulatory effect on granulocyte differentiation [60].

Even when tissue-preferential promoters are used to direct transgene expression, off-target and deleterious effects have been observed [61], [62]. The tissue-preferential expression of miRNAs has been exploited to prevent off-target effects in gene therapy studies of mouse models of hemophilia [63]. Brown et al. demonstrated that *mir-142-3p* effectively suppressed transgene expression in hematopoietic lineages in mice, whereas expression was maintained in non-hematopoietic cells [64]. This data is consistent with the identification of *mir-142-3p* as one of 5 highly expressed miRNAs among human peripheral blood cells in our current study. Such a gene therapy approach for hematologic diseases requires knowledge of miRNA levels in different hematopoietic lineages. In the current study, we provide potential miRNAs that could be used to restrict transgene expression to a particular blood cell type (Tables S6 and S7), and demonstrated reporter gene expression could be regulated by endogenous levels of *miR-125a-5p*; high levels of *miR-125a-5p* suppressed expression in a megakaryocytic cell line (Meg-01), whereas low levels of *miR-125a-5p* permitted expression in the lymphocytic-like cell lines (Raji and Jurkat). Unfortunately, the levels of miRNAs identified in primary cells did not correlate well with those detected in the different hematopoietic cell lines (Table S4). Thus, we cannot extrapolate that *miR-125a-5p* would be a useful target for restricting transgene expression in primary cells. But for the purpose of testing the hypothesis of exploiting endogenous levels, our data using this miRNA established the potential for developing gene therapy vectors that exploit *hematopoietic lineage-preferential* miRNA expression.

In summary, we have quantified the total RNA and miRNA contents of normal blood hematopoietic cells and identified miRNAs that are DE in a cell-preferential manner. These data can be utilized as a basis for interpretation of miRNA-disease association studies. For example, if a particular miRNA is elevated in acute myelogenous leukemia (AML), but absent or very low in normal granulocytes (our data), this would suggest this miRNA may participate in the pathogenesis of AML. Knowledge of miRNAs DE by blood cell type is also relevant for understanding the systemic effects of blood cell delivered miRNAs. Since all hematopoietic blood cells release microvessicles upon activation, knowledge of these DE miRNAs is expected to be helpful in understanding systemic effects in response to inflammatory and thrombotic stimuli. Lastly, the demonstration that endogenous miRNA levels can be utilized to regulate transgene expression in hematopoietic cell lines suggests an *in vitro* approach for improving the assessment of gene effects in heterogeneous populations of cultured cells. Considerably more work would be needed to evaluate the value of altering expression vector design for gene therapy of hematological diseases.

## Supporting Information

Figure S1 **Characterization of the small RNA quantities in the total RNA**. **(A–E)** Representative total RNA integrity profiles for each of 5 cell lines using a total eukaryote RNA chip in the Agilent 2100 Bioanalyzer. **(F)** Mean in percentages of small RNA in the total RNA. The fraction of small RNA in the total RNA was calculated from the area under the curve method using image J software (Agilent 2100 Bioanalyzer). The box represents the 25th to 75th percentiles, the line in the box is the median and the whiskers represent minimum and maximum values. Data from 5 subjects (n = 25 samples) was used in these analyses.
(TIF) Click here for additional data file.

Figure S2 **Human peripheral blood cell miRNA expression distribution.** All miRNAs expressed above background are represented on this plot. The individual miRNAs are arbitrarily ordered on x-axis from lowest to highest expressed, and for clarity are represented as a line for each cell type (a bar graph would be visually difficult to present in a single plot). Y-axis is miRNA expression levels in log10 scale and demonstrates a similar ∼5 orders of magnitude dynamic range of miRNA expression for all cell types. Horizontal dashed lines indicate arbitrary high and low expression thresholds.
(TIF) Click here for additional data file.

Figure S3 **Platelet miRNA expression correlations.** The 50 highest expressed platelet miRNAs were considered from the current study and the PRAX1 study (Edelstein et al. Nat Med 2013). (A) Venn-diagram showing 47 of 50 miRNAs were shared between both studies. (B) Pearson correlation between miRNAs in both studies. Points represent the mean of 5 subjects in the current study and the mean of 154 subjects in the PRAX1 study.
(TIF) Click here for additional data file.

Table S1 **Demographic table.**
(DOCX) Click here for additional data file.

Table S2 **miRNA profile in peripheral blood cells.**
(XLS) Click here for additional data file.

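At the threshold of the mean plus 2 SD of the negative controls, 178 human miRNA probes were detected in Meg-01, 229 in Jurkat, 111 in Raji, 185 in U937 and 180 in K562. Poisson draws of the counts gave ranges of 138 to 256, 152 to 295, 88 to 173, 127 to 260 and 127 to 254. In all 5 lines 88 probes were detected, 107 were detected in a single line and 346 in none. The threshold decided these numbers, since the mean of the negative controls alone gave 477, 466, 405, 444 and 411. Of 46 probes for viruses other than Epstein-Barr virus, 6.52% to 21.7% per line exceeded the mean plus 2 SD, the most in Jurkat. If those probes have no target in these cells, part of the detected human probes may be at background too. The 10 most abundant miRNAs made up 68.7% of the summed values in Meg-01, 69.3% in Jurkat, 75.0% in Raji, 72.0% in U937 and 78.4% in K562. miR-142-3p and miR-92a were the highest pair in Meg-01, Jurkat, Raji and U937. In K562 miR-92a was followed by miR-720 and by the probe shared by miR-20a and miR-20b, and miR-142-3p ranked 4. The name miR-720 matches no miRNA gene in RefSeq. Of the miRNAs singled out in primary cells, miR-150 had 1030 raw counts in Jurkat and 13 to 21 in the other lines, all below their thresholds. miR-451 was above the threshold only in Meg-01, with 129 raw counts, and in K562, with 59. miR-30c was low in all 5 lines, with 39 to 74 raw counts, and below the threshold in Raji only. miR-142-5p, miR-29a and miR-93 were above the threshold in every line, with the highest normalized and subtracted values of 764 in Jurkat, 2269 in Raji and 370 in Jurkat, respectively.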

Table S3 **miRNA profile in hematopoietic cell lines.**
(XLS) Click here for additional data file.

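By cell line, the highest r with a primary cell type was 0.496 for Meg-01, 0.398 for Jurkat, 0.560 for Raji, 0.557 for U937 and 0.391 for K562, each with platelets. This depended on the choice of miRNAs, since over all miRNAs detected in both profiles the highest r was with platelets only for Meg-01 and Raji, and was with granulocytes for Jurkat, T-cells for U937 and B-cells for K562. The lowest was 0.0316, between K562 and erythrocytes. With the primary cell type set beside it in Fig. 3C, r was 0.169 for Jurkat and T-cells (95% range -0.332 to 0.573), 0.522 for Raji and B-cells (0.0368 to 0.802) and 0.298 for U937 and granulocytes (-0.0804 to 0.647). Most of these ranges overlap widely, so the order of cell types within a line is not settled. Each pair shared between 16 and 28 of the top 40 miRNAs. Spearman's rho had a median of 0.260 over the 25 pairs. Of the miRNAs detected in both profiles, the numbers over 4-fold higher and over 4-fold lower as a share of the profile in the line were 62 and 15 of 162 for Meg-01 against platelets, 65 and 15 of 135 for Jurkat against T-cells, 25 and 10 of 83 for Raji against B-cells, 67 and 20 of 163 for U937 against granulocytes, and 89 and 21 of 158 for K562 against erythrocytes. These numbers give no direction, because miRNAs below the threshold of the line are left out and shares depend on the few most abundant miRNAs of each profile.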

Table S4 A: Correlations between hematopoietic cell line and primary cell miRNA profiles. B: Correlations between hematopoietic cell line miRNA profiles.

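Between pairs of cell lines, r was highest for Raji and U937, at 0.903 (95% range 0.787 to 0.967), and next for Meg-01 and K562, at 0.867 (0.730 to 0.940), and for Meg-01 and U937, at 0.864 (0.676 to 0.955). It was lowest for Raji and K562, at 0.729 (0.444 to 0.893), for Jurkat and Raji, at 0.732 (0.414 to 0.918), and for Jurkat and K562, at 0.733 (0.479 to 0.867). The ranges overlap, so the pairs are not ranked beyond this error. The pairs shared 25 to 32 of their top 40 miRNAs. Spearman's rho had a median of 0.720. Without the 5 most abundant over all lines the median r was 0.509. From the correlations of Table S4, the paper concludes that miRNA profiles of transformed lines correlated little or modestly with those of primary cells. It also concludes that the profiles of the lines correlated significantly with one another. The paper reasons that the usefulness of miR-125a-5p as a target to limit a transgene in primary cells cannot be extrapolated from these lines.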

(DOCX) Click here for additional data file.

Table S5 A: Number of miRNA non-detected and detected. B: Number of miRNAs with low or high expression levels.
(DOCX) Click here for additional data file.

Table S6 A: miRNAs DE in platelets compared with all other cell types. B: miRNAs DE in T-cells compared with all other cell types. C: miRNAs DE in B-cells compared with all other cell types. D: miRNAs DE in granulocytes compared with all other cell types. E: miRNAs DE in erythrocytes compared with all other cell types.
(DOCX) Click here for additional data file.

Table S7 **Selectively reduced miRNAs amongst abundantly expressed miRNAs.**
(DOCX) Click here for additional data file.

Table S8 ***miR-30c-5p*** **validation.**
(DOCX) Click here for additional data file.

# Supplementary material for: MicroRNA Expression Differences in Human Hematopoietic Cell Lineages Enable Regulated Transgene Expression
**Source:** PLoS One. 2014 Jul 16;9(7):e102259. doi: 10.1371/journal.pone.0102259
**Supplement:** Table S1 — Demographic table.

**Table S1.Demographic table.**

| **Characteristic** | **Values** |
| --- | --- |
| **Age, mean (range)** | 45.6 (32-56) |
| **Gender, % male** | 100 |
| **Race,% white** | 100 |
| **Smoker,%** | 0 |
| **Hypertension,%** | 0 |
| **Diabetes mellitus, %** | 0 |
| **WBC,x10^3^/µl** | 4.9±0.8* |
| **Hematocrit,%** | 40.2±4.9* |
| **Erythrocytes, x10^6^/µl** | 4.6±0.5* |
| **Hemoglobin, g/dL** | 14.2±1.3* |
| **Platelets, x10^3^/µl** | 339±73* |

*mean±SD.

WBC, white blood cell count

# Supplementary material for: MicroRNA Expression Differences in Human Hematopoietic Cell Lineages Enable Regulated Transgene Expression
**Source:** PLoS One. 2014 Jul 16;9(7):e102259. doi: 10.1371/journal.pone.0102259
**Supplement:** Table S4 — A: Correlations between hematopoietic cell line and primary cell miRNA profiles. B: Correlations between hematopoietic cell line miRNA profiles.

**Table S4 A. Correlations between hematopoietic cell line and primary cell miRNA profiles.**

|  |  | **T-cells** | **Platelets** | **Granulocytes** | **B-cells** | **Erythrocytes** |
| --- | --- | --- | --- | --- | --- | --- |
| **Jurkat** | **# in common top 40** | 14 | 11 | 12 | 13 | 13 |
|  | **Pearson r** | 0.39 | 0.36 | 0.52 | 0.30 | 0.36 |
|  | ***P*-value** | 0.17 | 0.27 | 0.08 | 0.31 | 0.22 |
| **Meg01** | **# in common top 40** | 12 | 8 | 9 | 11 | 10 |
|  | **Pearson r** | 0.51 | 0.31 | 0.57 | 0.40 | 0.16 |
|  | ***P*-value** | 0.09 | 0.45 | 0.11 | 0.22 | 0.65 |
| **K562** | **# in common top 40** | 12 | 10 | 13 | 12 | 12 |
|  | **Pearson r** | 0.60 | 0.20 | 0.66 | 0.45 | 0.24 |
|  | ***P*-value** | 0.04 | 0.58 | 0.01 | 0.14 | 0.46 |
| **Raji** | **# in common top 40** | 17 | 14 | 16 | 16 | 13 |
|  | **Pearson r** | 0.56 | 0.31 | 0.55 | 0.54 | 0.14 |
|  | ***P*-value** | 0.02 | 0.28 | 0.02 | 0.03 | 0.64 |
| **U937** | **# in common top 40** | 16 | 13 | 14 | 15 | 14 |
|  | **Pearson r** | 0.65 | 0.44 | 0.48 | 0.57 | 0.33 |
|  | ***P*-value** | 0.006 | 0.14 | 0.081 | 0.02 | 0.25 |

**Table S4 B. Correlations between hematopoietic cell line miRNA profiles.**

|  |  | Jurkat | U937 | Raji | K562 |
| --- | --- | --- | --- | --- | --- |
| Meg01 | **# in common top 40** | 23 | 26 | 22 | 29 |
|  | **Pearson r** | 0.84 | 0.80 | 0.85 | 0.88 |
|  | ***P*-value** | 6.61E-07 | 7.21E-07 | 6.3E-07 | 4.34E-10 |
| K562 | **# in common top 40** | 26 | 29 | 26 |  |
|  | **Pearson r** | 0.71 | 0.76 | 0.80 |  |
|  | ***P*-value** | 4.08E-05 | 1.53E-06 | 9.42E-07 |  |
| Raji | **# in common top 40** | 31 | 31 |  |  |
|  | **Pearson r** | 0.85 | 0.90 |  |  |
|  | ***P*-value** | 1.54E-09 | 3.23E-12 |  |  |
| U937 | **# in common top 40** | 32 |  |  |  |
|  | **Pearson r** | 0.85 |  |  |  |
|  | ***P*-value** | 4.95E-10 |  |  |  |

# Supplementary material for: MicroRNA Expression Differences in Human Hematopoietic Cell Lineages Enable Regulated Transgene Expression
**Source:** PLoS One. 2014 Jul 16;9(7):e102259. doi: 10.1371/journal.pone.0102259
**Supplement:** Table S5 — A: Number of miRNA non-detected and detected. B: Number of miRNAs with low or high expression levels.

**Table S5 A. Number of miRNAs non-detected and detected.**

|  | Non detected | Detected |
| --- | --- | --- |
| Platelets | 79 | 544 |
| T-cells | 420 | 203 |
| B-cells | 367 | 256 |
| Granulocytes | 78 | 545 |
| Erythrocytes | 52 | 571 |
| All Cells | 3* | 165 |

* *miR-1257, miR-217 and miR-564*

**Table S5 B. Number of miRNAs with low or high expression levels.**

|  | Low | High |
| --- | --- | --- |
| Platelets | 306 | 23 |
| T-cells | 68 | 19 |
| B-cells | 159 | 5 |
| Granulocytes | 295 | 13 |
| Erythrocytes | 337 | 29 |
| All Cells | 4* | 4^†^ |

* *miR-134, miR-517c-3p/519a-3p, miR-518d-3p, miR-520d-5p/518a-5p/527 and miR-562*

^†^*let-7g-5p, miR-142-3p, miR-16-5p and miR-223-3p*

# Supplementary material for: MicroRNA Expression Differences in Human Hematopoietic Cell Lineages Enable Regulated Transgene Expression
**Source:** PLoS One. 2014 Jul 16;9(7):e102259. doi: 10.1371/journal.pone.0102259
**Supplement:** Table S6 — A: miRNAs DE in platelets compared with all other cell types. B: miRNAs DE in T-cells compared with all other cell types. C: miRNAs DE in B-cells compared with all other cell types. D: miRNAs DE in granulocytes compared with all other cell types. E: miRNAs DE in erythrocytes compared with all other cell types.

**Table S6 A. miRNAs DE in platelets compared with all other cell types.**

* In a few cases, the probes used were not able to distinguish between similar sequences miRNAs.

*q*-value shows the statistical significance, adjusted for multiple testing, for the differential expression of platelet miRNA compared to all other sell types.

**Table S6 B. miRNAs DE in T-cells compared with all other cell types.**

* In a few cases, the probes used were not able to distinguish between similar sequences miRNAs.

*q*-value shows the statistical significance, adjusted for multiple testing, for the differential expression of T-cells miRNA compared to all other sell types.

**Table S6 C. miRNAs DE in B-cells compared with all other cell types.**

* In a few cases, the probes used were not able to distinguish between similar sequences miRNAs.

*q*-value shows the statistical significance, adjusted for multiple testing, for the differential expression of B-cells miRNA compared to all other sell types.

**Table S6 D. miRNAs DE in granulocytes compared with all other cell types.**

* In a few cases, the probes used were not able to distinguish between similar sequences miRNAs.

*q*-value shows the statistical significance, adjusted for multiple testing, for the differential expression of granulocytes miRNA compared to all other sell types.

**Table S6 E. miRNAs DE in erythrocytes compared with all other cell types.**

* In a few cases, the probes used were not able to distinguish between similar sequences miRNAs.

*q*-value shows the statistical significance, adjusted for multiple testing, for the differential expression of erythrocytes miRNA compared to all other sell types.

# Supplementary material for: MicroRNA Expression Differences in Human Hematopoietic Cell Lineages Enable Regulated Transgene Expression
**Source:** PLoS One. 2014 Jul 16;9(7):e102259. doi: 10.1371/journal.pone.0102259
**Supplement:** Table S7 — Selectively reduced miRNAs amongst abundantly expressed miRNAs.

**Table S7. Selectively reduced miRNAs amongst abundantly expressed miRNAs.**

|  | **Erythrocyte** | **Platelet** | **Granulocyte** | **T-cell** | **B-cell** |
| --- | --- | --- | --- | --- | --- |
| *miR-142-5p* | 37 | 2,167 | 18,903 | 20,928 | 3,175 |
| *miR-29a-3p* | 19 | 2,306 | 9,119 | 13,388 | 2,738 |
|  |  |  |  |  |  |
| *miR-150-5p* | 90 | 38 | 1,090 | 207,293 | 28,880 |
|  |  |  |  |  |  |
| *miR-93-5p* | 27,493 | 853 | 478 | 151 | 26 |

# Supplementary material for: MicroRNA Expression Differences in Human Hematopoietic Cell Lineages Enable Regulated Transgene Expression
**Source:** PLoS One. 2014 Jul 16;9(7):e102259. doi: 10.1371/journal.pone.0102259
**Supplement:** Table S8 — miR-30c-5p validation.

**Table S8. *miR-30c-5p* validation**.

|  | *miR-30c-5p* | *RNU6B* |
| --- | --- | --- |
| Average of Ct | 17.55 | 29.83 |
| Average of SD | 0.65 | 0.94 |

Ct: Cycle threshold; SD: Standard deviation.

We compared expression levels and variability of *miR-30c-5p* and *RNU6B* among 5 subjects and each of 5 cells types by qRT-PCR using the same amount of starting total RNA. Compared to *miR-30c-5p, RNU6B* is expressed at a much lower average level (as reflected by higher cycle threshold [Ct]) and displays greater variability (higher SD).

How the deposited data were processed for this re-analysis (not part of the article)

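Total RNA of 5 hematopoietic cell lines was profiled on the nCounter system with 1 sample per line. The authors deposited, for each line, the raw count of every probe as read by the instrument, neither normalized nor background-subtracted. The authors also deposited a table of background-subtracted signal for the 654 human probes. Each signal in it equals the raw count minus 1 constant per line, with negative values set to 0, and it is not scaled between lines. The constant equals the mean of the line's own 8 negative control probes to within rounding in Meg-01, Raji and U937, and another number in Jurkat and K562. The methods name kit versions v1 and v2 for the study, and the version was not used here.

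The raw counts were processed as the methods describe. They were scaled to the geometric mean of the 100 highest expressed miRNAs, chosen by mean count over the 5 lines. The background threshold of each line was the mean plus 2 SD (sample SD) of its scaled negative controls. Values above the threshold had it subtracted, and probes at or below it were taken as not detected. Ratios between lines enter such a probe at the threshold and are then lower bounds for subtracted values, not for values before subtraction. Counts summed over the human probes ranged from 66892 in Raji to 130048 in Jurkat, with a median of 105224. At this depth a count of 500 has a 95% Poisson interval of 457 to 546 and a count of 14 has 7.65 to 23.5, so values near the background are imprecise. Intervals are exact Poisson for counts and conditional binomial for ratios of 2 counts, and 500 Poisson draws of all counts were used for detected numbers, ranks and log2 ratios. They cover counting error only and not variation between cultures, RNA preparations or lanes. With 1 sample per line, no line was tested against another.

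Profiles were compared by Pearson r on log2 values over the miRNAs in the top 40 of both, with Spearman's rho beside it and 2000 bootstrap draws over miRNAs for a 95% range. The scale behind the correlations in Table S4 is not named in the paper's text, so the log2 scale is a choice made here. Profiles of primary cells were the averages of the paper's Table S2, and the samples behind them were not analysed here. Of the 654 human probes, 611 were matched to 1 of the 623 names of that table, by the same name, by the same name with an arm added where only 1 arm is listed, or by a hand-written list for probes that detect several miRNAs. The other 43 stayed out of comparisons with primary cells.

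The miRNAs named in the text were fixed by a rule before the data were examined. It took the miRNAs the paper names for the cell lines, the 3 highest of each line, the 5 largest ratios of Meg-01 and K562 over Jurkat and Raji and the 5 largest the other way, the miRNAs the paper singles out in primary cells, and virus probes above background. Differences between a line and its primary counterpart were kept as numbers of miRNAs only. miR-125b, miR-99b and let-7e were added after their values were seen. Gene names and neighbors come from the RefSeq table of GRCh38.p14, and the files give no genome coordinates.

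Alternatives set before the data were examined were no normalization, the 100 highest chosen in each line, scaling to the positive controls, to the housekeeping probes or to the total human counts, the deposited signals, the mean or the highest of the negative controls as threshold, no subtraction, fixed raw minimums of 20 and 30, a linear scale, Spearman's rho, all miRNAs detected in both profiles, the union of both top lists with undetected miRNAs at 1, only probes also in Table S2, leaving out the 5 most abundant miRNAs, geometric means of the lines, and U937 added to the low lines. A threshold from unscaled negative controls, 2 other ways of matching names, and for primary cells the limit to matched probes and leaving out the 5 most abundant miRNAs were added after seeing the data. The log2 ratios of miR-125a-5p in Meg-01 over K562 and of miR-223 in Meg-01 over U937, and the difference of the 2 median correlations, were also added as results after seeing the data.

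The calculations were tested on simulated counts for the 654 human probes, with 200 probes changed in Meg-01 and K562. A first simulation with 8-fold changes placed at random did not meet the criterion set for it, which asked that over 80% of the raised and detected probes have a ratio above 2. Of 69 such probes 53.6% did. The largest error of a scaling factor was 0.31 and the median error of 12 well measured raised probes was 0.61, both on the log2 scale. The simulation and the criterion were then changed, and the calculations were not. With 4-fold changes spread evenly over abundance, the largest error of a factor was 0.13 and the median error of 11 well measured raised probes was 0.28, both on the log2 scale. A ratio above 2 was found for 56.7% of 60 raised probes, for 54.5% of 33 lowered probes in the other direction and for 3 of 203 unchanged probes. No raised probe exceeded 1.5 times its true fold in either simulation. The ratio missed many of the simulated changes, and the missed probes were not split by abundance. The simulated negative controls varied by counting error only, whereas those of the data had SDs of 6.14 to 11.4 raw counts. Simulated thresholds were therefore lower. With 4-fold changes, 203 unchanged probes alone were detected in both Meg-01 and K562, against 133 probes in the data. The simulated shares thus do not carry over to ratios near the threshold of the data. Near the threshold subtraction can also inflate the ratio. In the data, 1 of 12 probes with a ratio above 2 had a ratio below 1 before subtraction. Scaling to the 100 highest miRNAs is off by up to about 0.31 on the log2 scale when changes are large and unbalanced. In the simulation with 4-fold changes, r was 0.999 between 2 lines drawn from the same profile.

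The computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Luciferase and qRT-PCR measurements and the profiles of single primary cell samples were left out, since they were not analysed here.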

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

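The tests in this part were all chosen after the results were seen.

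Virus probes of the panel are not discussed in the paper. In Raji, 9 of the 34 probes for Epstein-Barr virus (EBV) miRNAs were above background with a 95% Poisson interval above that of every other line. The largest count was for BHRF1-2, with 296 (263 to 332) against 12 to 28 in the other lines. It was followed by BART8 with 155, BART22 with 133 against 3 to 7 in the other lines, BART1-3p with 124, BART17-3p with 117, BART10 with 100, BART17-5p with 68, BART11-5p with 64 and BART7 with 50. Each value rests on 1 sample of Raji. Higher background of virus probes in the Raji lane is argued against by the probes of other viruses, of which 0 of 46 were above every other line. A higher overall gain of that lane is argued against by the positive controls, whose sum in Raji was 0.840 times that of the highest other line. EBV miRNAs present in the Raji RNA stay open. The number of EBV probes above every other line was 0 in each of the other 4 lines, but this is the same pattern seen from those lines and adds no evidence of its own. Raji comes from a Burkitt lymphoma and is known to carry the EBV genome. Whether the signal comes from the line itself or from RNA of other EBV-carrying cells cannot be told apart, because no marker of such cells was defined. These probes made up 1.57% of the Raji counts over human and virus probes. No biological difference between conditions was tested, since each line has 1 sample.

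Another 6 virus probes were above the background threshold in all 5 lines, 5 of them for EBV (BART16, BART6-5p, BART9, BHRF1-1 and BHRF1-3) and 1 for Kaposi's sarcoma-associated herpesvirus (K12-4-5p). The median ratio of the highest over the lowest line was 1.58 for them. It was 2.07 for the 50 human probes of similar mean count that were also above the threshold in all 5 lines, and 25 of these were at or below the largest ratio of the virus probes, 2.08. A background of the probe itself that is alike in every line cannot be told apart from miRNA in the samples, because the ratios overlap and being above the threshold in every line itself limits the ratio. A virus present at the same level in 5 unrelated lines was not tested separately. Of the 46 probes for viruses other than EBV, 3 to 10 per line (6.52% to 21.7%) exceeded the mean plus 2 SD of the negative controls and 18 to 25 (39.1% to 54.3%) exceeded the mean alone. If such probes have no target in these cells, the same shares may apply to human probes without a target. Detection at the mean of the negative controls would then hold many probes at background. Detection at the mean plus 2 SD would hold some as well, most in Jurkat, where the share was 21.7%.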

How the results depend on the processing

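Of the alternatives in this part, the threshold from unscaled negative controls and the matching of names through RefSeq synonyms or by identical names only were chosen after the data were seen, as were, for primary cells and the difference, only probes also in Table S2 and leaving out the 5 most abundant miRNAs, and so were the results on the log2 ratio of miR-125a-5p in Meg-01 over K562, on the log2 ratio of miR-223 in Meg-01 over U937 and on the difference between the median correlations. Of 217 values under another setting, 90 could not move, because 1 factor per line leaves detection, ranks, shares and log2 correlations as they are and subtraction leaves detection and ranks as they are. Of the other 127 values, 76 stayed within their range, which was the range of Poisson or bootstrap draws, or 1.5-fold for numbers of probes. No paired analysis was possible because each line has 1 sample and no test between lines was made.

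The ratio of miR-125a-5p, at least 4.69, stayed above 1 under 10 of 10 alternatives and its rank stayed between 1 and 4 of the probes ranked. The bound rose to 6.88 without normalization, 5.96 with positive controls, 7.20 with housekeeping probes, 9.74 with the mean of the negatives as threshold, 7.16 with the threshold from unscaled negatives and 14.2 with the deposited signals. By construction it moves with the threshold of Raji, which stands in for the value there. The rank became 1 with geometric means, which rest on the value of 2.40 in Jurkat, at background. The rank of miR-223 in Meg-01 could not move under any of its 10 alternatives, so its stability was not tested.

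The order of pairs of lines depended on the scaling. The log2 ratio of miR-125a-5p in Meg-01 over K562, -0.18, reversed to 0.54 without normalization, 0.49 with positive controls, 0.48 with total counts and 0.55 with the deposited signals, and was -0.66 with housekeeping probes. The log2 ratio of miR-223 in Meg-01 over U937, -0.21, reversed to 0.29 without normalization, 0.063 with total counts and 0.29 with the deposited signals, and was -0.62 with housekeeping probes. Scaling sets such a ratio by construction, and which scaling is right was not tested.

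Numbers of detected miRNAs depended on the threshold. In Meg-01, Jurkat, Raji, U937 and K562 they were 477, 466, 405, 444 and 411 with the mean of the negatives, 477, 570, 405, 444 and 365 with the deposited signals, and 495, 526, 500, 467 and 440 with a fixed raw minimum of 20. A minimum of 30 moved Meg-01 to 305 and Raji to 284, and unscaled negatives moved Raji to 284. Virus probes above background numbered 8, 17, 19, 13 and 10, rose to 44, 42, 48, 38 and 32 with the mean of the negatives, and were 10 in Jurkat, 34 in Raji and 19 in K562 with unscaled negatives. A lower threshold admits more probes by construction. The median share of the 10 most abundant miRNAs, 72.0%, became 68.2% with the mean of the negatives, 66.9% without subtraction and 68.2% with the deposited signals.

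The median r among cell lines moved to 0.252 over the union of the top 40 and to 0.509 without the 5 most abundant miRNAs. The median r with primary cells moved to 0.676 over all miRNAs detected in both. The difference between them stayed above 0 under the 12 alternatives run that could move it, and fell to 0.0657 without the 5 most abundant miRNAs, 0.0817 over all miRNAs detected in both and 0.130 over the union. For these correlations the cause was not tested. Identical names only left too few shared miRNAs for a correlation, 1 to 4 of the top 40.

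Depth limits what can be said near the background. The lowest positive control, and in Raji and U937 also the next one, could not be told from the negative controls. Only 8 negative probes set each threshold, and miR-125a-5p in Jurkat and Raji was at or below it. Raji had the fewest counts, the highest raw threshold, 45.9 counts, and the fewest detected probes, and the parts of depth and threshold in this were not separated.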

Differences from the paper's values

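In this part, the threshold from unscaled negative controls and the 2 other ways of matching names were chosen after the data were seen, and the other alternatives were set before the data were examined.

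The paper's Table S3 has a value above 0 for 477 miRNAs in Meg-01, 570 in Jurkat, 405 in Raji, 444 in U937 and 365 in K562. With the threshold of the methods, 178, 229, 111, 185 and 180 were detected. The alternatives that did not differ from the paper by over 1.5-fold in any line were the mean of the negative controls, the deposited signals and a fixed raw minimum of 20, and in Raji also a minimum of 30. The deposited signals gave the paper's numbers in all 5 lines. The mean of the negatives gave them in Meg-01, Raji and U937, and gave 466 in Jurkat and 411 in K562. The highest negative did not close the gap, and scaling and no subtraction cannot change these numbers. The threshold from unscaled negatives, chosen after seeing the values, differed by under 1.5-fold in Raji (284) and K562 (258).

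The paper's Table S3 gives miR-125a-5p in Jurkat a value of 21.75, where the value here was 2.40. The alternatives within 1.5-fold or counting error of the paper's value were 12.3 with the mean of the negatives, 30.6 without subtraction and 21.75 from the deposited signals, and the other settings were not. miR-126 in Jurkat has 82.75 in the paper and 51.5 here. All settings set before the data were examined but the 100 highest chosen per line and total counts were within 1.5-fold or counting error, and the deposited signals gave the paper's value. miR-142-3p in Raji has 8127.88 in the paper and 12795 here. No normalization (8105), positive controls (8730), housekeeping probes (7660) and the deposited signals were within 1.5-fold of the paper's value, and the other settings were not.

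The number of miRNAs shared by the top 40 of a line and a primary cell type differed from the paper's Table S4A by over 1.5-fold in 21 of 25 pairs, and it equalled the paper's number in 0 of 25. For Jurkat the paper lists 14 with T-cells, 11 with platelets, 12 with granulocytes, 13 with B-cells and 13 with erythrocytes, against 27, 27, 28, 27 and 23 here. For Meg-01 the paper lists 12 with T-cells, 8 with platelets, 9 with granulocytes, 11 with B-cells and 10 with erythrocytes, against 21, 26, 24, 21 and 16. For K562 the paper lists 10 with platelets, 13 with granulocytes and 12 with erythrocytes, against 23, 21 and 20. For Raji the paper lists 14 with platelets, 16 with granulocytes, 16 with B-cells and 13 with erythrocytes, against 27, 25, 25 and 20. For U937 the paper lists 16 with T-cells, 13 with platelets, 14 with granulocytes and 15 with B-cells, against 25, 28, 26 and 26. The scalings and thresholds set before the data were examined left each of these numbers as it was, since they do not change the order of miRNAs within a line, so none of them closed the gap and none tested it. Names matched through RefSeq synonyms and identical names only, both chosen after seeing the values, differed by over 1.5-fold in 24 and 25 of 25 pairs.

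Pearson r with primary cells differed from Table S4A in 10 of 25 pairs, by more than the bootstrap SD of the value here. The paper gives 0.52 for Jurkat and granulocytes against 0.242 here, and only the union of the top 40 (0.305) did not differ. It gives 0.31 for Meg-01 and platelets against 0.496, where the linear scale (0.361) did not differ, and 0.57 for Meg-01 and granulocytes against 0.326, where all detected miRNAs (0.541) did not. For K562 the paper gives 0.60 with T-cells against 0.152, 0.66 with granulocytes against 0.170 and 0.45 with B-cells against 0.117, where only all detected miRNAs did not differ (0.527, 0.649 and 0.676). It gives 0.20 for K562 and platelets against 0.391, where the linear scale (0.0373) and the union (0.122) did not differ, and 0.24 for K562 and erythrocytes against 0.0316, which no alternative closed. It gives 0.31 for Raji and platelets against 0.560, which no alternative closed. It gives 0.65 for U937 and T-cells against 0.301, where the linear scale (0.459) and all detected miRNAs (0.746) did not differ. No threshold closed any of these 10 pairs, and scaling cannot change r. For the 10 pairs of cell lines in Table S4B, the shared number equalled the paper's in 1 pair and was off by up to 3 in the others, none by over 1.5-fold, and 0 of 10 correlations differed by more than the bootstrap SD.

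Table S4A has its highest r with granulocytes for Meg-01, Jurkat and K562 and with T-cells for Raji and U937, with platelets highest for no line and lowest for K562. Here the highest r on the shared top 40 was with platelets for all 5 lines. Over all detected miRNAs it was with granulocytes for Jurkat and with T-cells for U937, as in Table S4A, and with another cell type than in that table for the other 3 lines.

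Fig. 5A shows a higher level of miR-125a-5p in Meg-01 than in K562. Here the value was 339 in Meg-01 and 386 in K562 after scaling to the 100 highest miRNAs, and the log2 ratio had the sign of the paper's order without normalization, with positive controls, with total counts and with the deposited signals.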

Other observations

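The tests of the deposited constants, of miR-125b and of the neighbors of miR-125a were chosen after the results were seen, and the test of matched lineages was set before its result was seen.

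The deposited signals were made by subtracting 20.37 from Meg-01, 16.25 from Jurkat, 23.12 from Raji, 20.87 from U937 and 22.75 from K562. The means of the negative controls of these lines were 20.375, 22.75, 23.125, 20.875 and 20.25. The constant of K562 is the mean of Jurkat's negative controls, which is consistent with the mean of another line having been subtracted from K562. Jurkat's constant of 16.25 equals the mean of none of the 5 lines, the nearest being 20.25 in K562, so the same explanation is argued against for Jurkat. What was subtracted there stays open.

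A cross-hybridization of miR-125b with the miR-125a-5p probe could raise the count of the latter, since these miRNAs differ at few bases. In K562 this is argued against, because miR-125b had 44.0 normalized counts, close to the threshold, and miR-125a-5p had 428. In Meg-01 miR-125b had 415, as high as miR-125a-5p, and there it cannot be told apart from expression of miR-125a-5p. In Raji miR-125b had 64 raw counts and miR-125a-5p had 14, below the mean of the negative controls.

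In the RefSeq table of GRCh38.p14, the miRNA genes next to MIR125A on chromosome 19 are MIRLET7E and MIR99B on one side, and MIR125A lies within SPACA6. The probes of miR-99b and let-7e were chosen after their values were seen. miR-99b was above the threshold in Meg-01 (118 raw counts) and K562 (98) and below it in Jurkat (26) and Raji (30). let-7e had 260 raw counts in Meg-01 and 163 in K562 against 97 and 61. By the ratio of Meg-01 and K562 over Jurkat and Raji, let-7e ranked 7 and miR-99b ranked 35 of 133 probes, where the bound of miR-99b is set by the threshold of Raji. Before subtraction the ranks were 11 and 13. Expression together with miR-125a is a hypothesis that may explain this, and it stays open, because rank 35 comes from that bound and no test against chance was made. Cross-hybridization of other let-7 miRNAs with the let-7e probe is argued against, because 5 of 5 more abundant let-7 probes were lower in Meg-01 and K562. Their median log2 ratio was -4.19 against 1.18 for let-7e. This log2 ratio compares geometric means of each pair of lines before subtraction, so it is another measure than the ratio ranked above.

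If lines resembled their lineage, r would be higher for each line with its primary counterpart than for other pairs. The mean r of the 5 matched pairs was 0.304, against 0.314 over the 120 ways to assign lines to primary cell types (one-sided exact permutation test, p = 0.6). With all miRNAs detected in both profiles it was 0.673 against 0.649 (p = 0.108 by the same exact permutation test), and with Spearman's rho on the top 40 p was 0.5. The highest r was with the counterpart in 1 of 5 lines, Meg-01. The ranges of r are wide and each line is 1 sample, so no excess was detectable, and a lineage effect is not excluded.

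Of the 654 human probes, 19 carry names that match no miRNA gene in the RefSeq table, among them miR-720, miR-1274a and miR-1274b. They made up 9.84% of the summed values in Meg-01, 2.48% in Jurkat, 6.58% in Raji, 2.22% in U937 and 18.8% in K562, and miR-1274a and miR-1274b are among the 5 largest ratios of Meg-01 and K562 over Jurkat and Raji. No explanation was tested.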
